A study of Homo sapiens with 4 samples. Its data were reported in "Neurotransmitter signaling regulates distinct phases of multimodal human interneuron migration" (2021).

How the data were processed

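Single-cell RNA sequencing was carried out on GFP+ cells sorted from the dorsal and the ventral parts of dissected organoid fusions, at day 70 and at day 90. Per the labels there were 4 libraries, 1 for each region and age, and all cells came from H9 human embryonic stem cells. According to the methods the fusions of each age were dissected into both regions, and the cells of a region were combined over fusions before sorting. The dorsal and ventral libraries of an age thus share their fusions, and differences between fusions are averaged within a library and are not measured. Per the labels the libraries were made with 10x Chromium droplet chemistry, in which each molecule is tagged with a UMI, and were pooled for sequencing on 1 flow cell. The labels give no replicate numbers, and libraries were related to each other only through region and age.

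The authors deposited raw UMI counts, not normalized, in 2 matrices per library: 1 with the barcodes that Cell Ranger called as cells and 1 with all possible barcodes. According to the methods and the file headers the authors aligned reads to GRCh38 with Cell Ranger at its default settings, with gene models of unspliced RNA. Under such models reads in introns count toward a gene, so long genes and nuclear RNA contribute more than in exon counting. Duplicate reads of a molecule are collapsed by the UMI before the counts are made, so the counts stand for molecules and not for amplified copies. Gene names for the rows were not used here. As a consequence the gene lists and cell type markers chosen beforehand were not analysed, the ribosomal bounds that the authors set for cells were not applied, clusters were not named, and genes that share reads with near-identical copies could not be set apart. Columns of the called matrix were matched to the all-barcode matrix by their counts, and all 8669 called barcodes had a match.

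The groups, the tests, the rule for named rows and the alternatives, other than those said to be chosen later, were fixed before the data were examined. A cell was kept if 900 to 6000 genes were detected, which are the authors' bounds for genes. The authors also kept cells with 1% to 15% mitochondrial reads. A block of 13 neighbouring rows, 33497 to 33509, was taken as the 13 mitochondrial protein-coding genes by inference. Of these rows 8 are among the 50 with most UMIs, and the 3 with fewest UMIs lie at the places of the shortest genes and of the gene on the opposite strand in the annotated gene order. Because this rests on inference, the mitochondrial bounds were used only as an alternative, which kept 4784 cells. The row with the most UMIs, which was the same row in all 4 libraries, is mentioned where a cell class differed in it, and was singled out after its values were seen.

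UMIs were summed over the kept cells of each library. Rows were filtered with filterByExpr, which left 13745 rows holding 99.7% of the kept UMIs. Library factors were computed by the trimmed mean of M values (TMM), and came to 0.944 for dorsal day 70, 1.05 for dorsal day 90, 0.953 for ventral day 70 and 1.06 for ventral day 90. The quasi-likelihood test of edgeR 4.0.16 was run in R 4.3.3 on all 4 sums with region and age as additive terms, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The fit has 1 residual degree of freedom per row, and its estimate of the spread is shared across rows. The common biological coefficient of variation was 0.122 and the prior degrees of freedom were 6.14. Standard errors of log2 ratios were obtained from the size of the ratio and its F statistic. Ratios within 1 age or region were computed on log2 CPM with a prior count of 2. DESeq2 1.42.0 was run with the same terms on the same rows.

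Rows were named by a rule: adjusted p under 0.05, a log2 ratio of at least 1 in size with the same sign at both ages (for region) or in both regions (for age), at least 20 CPM in 1 library, and then the 2 highest and 2 lowest by fitted log2 ratio. Where a library had 0 UMIs, the fold is a lower bound computed with 3 UMIs in that library. Ratios that rest on 1 to 3 UMIs are given with an exact 95% interval from the binomial distribution. Intervals for shares are exact (Clopper-Pearson).

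The edgeR procedure was tested on simulated data for the comparison of dorsal with ventral, 2 libraries each. Counts were drawn from the real means, library sizes and fitted spread, and 13507 rows passed the filter. Of the rows with a mean of at least 20 CPM, 200 were changed by 2-fold or 4-fold. The procedure recovered 197 of the 200 rows (98.5%) with 0 sign errors, and called 3 unchanged rows. No age difference and no change of the region ratio with age were simulated. The recovery therefore does not cover such differences or changed rows of lower CPM.

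For cell composition, cells were clustered with Seurat 5.3.0, with the integration, dimensions and type of clustering that the authors describe. The resolution was chosen here, and variable rows were picked with Seurat's default method. The authors left out clusters with a glycolysis signature and clustered again, which was not done here because it needs gene names. Counts were scaled to 10000 UMIs per cell and log-transformed, libraries were integrated by canonical correlation analysis with 50 dimensions, and Louvain clustering was run at a resolution of 0.7 on 50 principal components. The number and membership of clusters shift slightly with the numerical settings of the linear algebra library, which were held fixed. Doublets were scored with Scrublet in scanpy 1.11.5 at an expected rate of 6%. It marked 33 of 6189 cells (0.533%), and under 0.5% in each ventral library, so it is not relied on. Marked cells were left in, and an alternative removed the 6% of cells with the highest scores in each library, 371 in all. To compare genes per cell, each cell was thinned at random to 2649 UMIs, the 10th percentile of UMIs per kept cell in the library with the lowest median.

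The share of free RNA in kept cells was estimated from rows found in under 20% of a library's cells, by comparing their lowest level over clusters with their level in barcodes of at most 100 UMIs. It was 17.4% in dorsal day 70, 12.9% in dorsal day 90, 8.18% in ventral day 70 and 4.29% in ventral day 90, from 73, 44, 54 and 12 rows. On simulated cells with a share of 10% the procedure gave 8.50%, 9.34%, 8.22% and 8.50%. In these cells the cluster with the lowest level of a row had none of its own, as the estimate assumes. The simulation therefore does not test that assumption. The lowest level was taken over 7, 5, 12 and 14 clusters in the same order, so the shares are not strictly comparable between libraries. Barcodes called as cells in any of the 4 libraries were left out of these empty barcodes. Any UMIs of other libraries under the remaining barcodes are not separated by the estimate.

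A barcode was taken to belong to the library in whose all-barcode matrix it held the most UMIs. This comparison, and the alternatives that use it, were chosen after the data were seen. The same holds for the mitochondrial bounds, the removal by doublet score and the free-RNA correction of the correlation between ages. Alternatives chosen beforehand were other library factors, no filter on low counts, other cell bounds, equal depth per cell, free RNA taken out, abundant rows left out, a fit without the other term, each library left out in turn, DESeq2, other clustering settings and other depths.

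The depth sets the precision. Kept UMIs per library ranged from 3990856 to 12239599, so a single UMI weighs more in the dorsal libraries than in the ventral ones, and rows with few UMIs are less certain there. The called barcodes held 62.3% and 52.5% of all UMIs of the dorsal libraries at day 70 and day 90, and 79.0% and 74.1% of those of the ventral libraries.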

Results

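Human cerebral organoid fusions join a dorsal forebrain organoid to a ventral one, so that inhibitory neurons born on the ventral side can move into the dorsal side. The ventral organoids carried a green fluorescent protein (GFP) reporter under an enhancer active in GABAergic interneurons, and all tissue came from the H9 human embryonic stem cell line. Fusions were dissected into dorsal and ventral regions at day 70 and day 90, and GFP+ cells of each region were sorted and profiled by droplet single-cell RNA sequencing. This gave 4 libraries, 1 for each region and age: dorsal day 70, dorsal day 90, ventral day 70 and ventral day 90. No region and age combination had a second library, so no difference between single libraries has a replicate check. The measurement is the count of unique molecular identifiers (UMIs), which stand for captured RNA molecules, per gene and cell barcode. Gene names for the matrix rows were not used, and genes are therefore given by matrix row number.

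The dorsal libraries held fewer cells and fewer UMIs in total than the ventral library of the same age. Barcodes called as cells numbered 2369 in dorsal day 70, 1223 in dorsal day 90, 3060 in ventral day 70 and 2017 in ventral day 90, which made 8669 in all. After keeping barcodes with 900 to 6000 genes detected, 1122, 699, 2710 and 1658 cells remained in the same order, or 6189 cells. The kept cells held 4759306 UMIs in dorsal day 70, 3990856 in dorsal day 90, 12239599 in ventral day 70 and 11420289 in ventral day 90. Median UMIs per kept cell were 4150.5 and 5745 in the dorsal libraries at day 70 and day 90, and 3996.5 and 6733.5 in the ventral libraries. The minimum of 900 genes removed 1247 dorsal day 70 barcodes and no library had a barcode above 6000 genes. The kept share of called barcodes was 47.4% in dorsal day 70 (exact 95% binomial interval 45.3% to 49.4%) and 57.2% in dorsal day 90 (54.3% to 59.9%). It was 88.6% in ventral day 70 (87.4% to 89.7%) and 82.2% in ventral day 90 (80.5% to 83.8%). Intervals and floors throughout cover counting error only. In the dorsal libraries the use of all called barcodes moved the number of kept cells most, with 2369 in place of 1122 in dorsal day 70. In ventral day 70 bounds of 1500 to 5000 genes moved it most, to 1682 from 2710 cells. In ventral day 90 the mitochondrial bounds did so, with 1214 in place of 1658 cells.

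**Figure D1:**
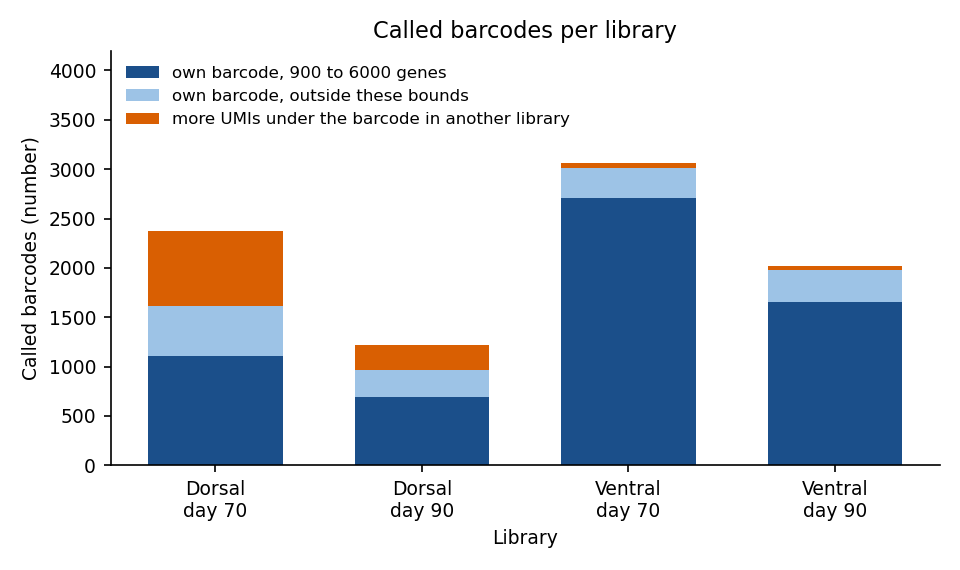
Bars show the number of called barcodes (y axis) in each library (x axis), divided into barcodes with 900 to 6000 genes, barcodes outside these bounds and barcodes with more UMIs in another library. The last class makes up 755 of 2369 barcodes in dorsal day 70 and 36 of 2017 in ventral day 90.

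Called barcodes recurred between libraries. Dorsal day 70 and dorsal day 90 shared 632 called barcodes, where 0.426 would be shared by chance from all possible barcodes. The other 5 pairs shared between 36 and 301. For each called barcode, the UMIs under it were compared across the all-barcode matrices of the 4 libraries. The barcode held more UMIs in another library in 755 cases in dorsal day 70 (31.9%, exact interval 30.0% to 33.8%) and 259 in dorsal day 90 (21.2%, 18.9% to 23.6%). This was so for 48 barcodes in ventral day 70 (1.57%, 1.16% to 2.07%) and 36 in ventral day 90 (1.78%, 1.25% to 2.46%). The sum was 1098 of 8669 called barcodes. Among the 6189 kept cells the number was 27, because most such barcodes fell under the minimum of 900 genes. With these barcodes left out, 68.6% of called barcodes were kept in dorsal day 70 and 72.0% in dorsal day 90, against 89.8% in ventral day 70 and 83.6% in ventral day 90.

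**Figure D2:**
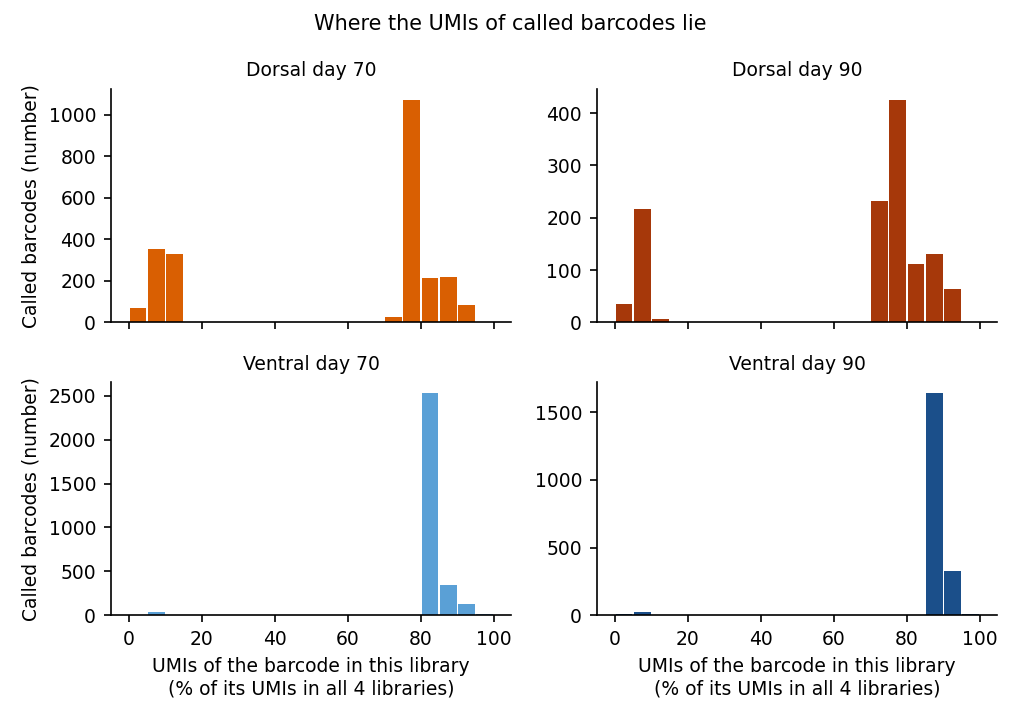
Histograms show the called barcodes of each library (y axis, number) by the percent of the barcode's UMIs over all 4 libraries that lie in that library (x axis). Barcodes form a low and a high group in each library, with 6 of 8669 between 30% and 65%.

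Genes detected per cell were compared at a fixed depth, since detection depends on depth. Each kept cell was thinned to 2649 UMIs and shallower cells were left out (164 in dorsal day 70, 122 in dorsal day 90, 270 in ventral day 70 and 141 in ventral day 90). The median was 1209 genes in dorsal day 70 (95% interval 1201 to 1219) and 1223 in ventral day 70 (1218 to 1228). At day 90 it was 1298 in the dorsal library (1287 to 1311) and 1303 in the ventral library (1295 to 1313). The dorsal minus ventral difference was -14 genes at day 70 and -5 genes at day 90, and the intervals of the medians overlapped at both ages. From day 70 to day 90 the median was 89 genes higher in the dorsal and 80 genes higher in the ventral libraries, beyond the intervals of the medians. The depth changed these values. Unthinned medians were 1637.5 and 2204 genes in the dorsal libraries at day 70 and day 90, and 1624.5 and 2485 in the ventral libraries. Without thinning the day 70 difference between regions took the opposite sign, at 13 genes, and at a depth of 3973 UMIs it was -50 genes.

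To ask how GFP+ cells differ between the dorsal and ventral regions, UMIs were summed over the kept cells of each library. The 4 sums were compared with edgeR, with age as an additive term. Of 13745 rows tested, 591 passed a Benjamini-Hochberg adjusted p of 0.05, of which 200 were higher and 391 lower in the dorsal libraries. At an unadjusted p under 0.05 there were 2658 rows, where 687 would be expected by chance. Of the rows called, 209 met the size rule for naming, which asks for at least a 2-fold ratio in the same direction at both ages, and of these 42 were higher and 167 lower in the dorsal libraries. The fit has 1 residual degree of freedom and treats the difference of the region ratio between ages as error. The count depended on the age term, since a fit of the 4 libraries with region alone called 34 rows. In that fit with region alone it also moved when single libraries were left out, which changed the estimate of the spread as well. The prior degrees of freedom were 5.87 with all 4 libraries and 6.05 without dorsal day 90. They were infinite without either ventral library, so that the spread was taken as known. Against these 34 rows, edgeR called 0 without the dorsal day 90 library, where 1016 rows had an unadjusted p under 0.05, and 988 without the ventral day 90 library. DESeq2 with the same terms called 385 rows, of which 368 were among the 591.

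The rows named by the rule differed in how many molecules they rest on. Row 7783 had 142 UMIs in dorsal day 70 and 102 in dorsal day 90, against 49 in ventral day 70 and 56 in ventral day 90. As CPM, the UMIs of a row scaled to a common library total, these were 31.7, 24.5, 4.21 and 4.63, and the fitted log2 ratio of dorsal over ventral was 2.66 (standard error 0.231, edgeR adjusted p = 0.00364). Row 26376 was at 157 and 288 CPM in the dorsal libraries at day 70 and day 90, and at 38.8 and 41.1 CPM in the ventral libraries. Its log2 ratio was 2.42 (standard error 0.196, edgeR adjusted p = 0.00342). Row 26893 was lower in the dorsal libraries, with 2 UMIs at each age against 455 in ventral day 70 and 108 in ventral day 90. The ventral over dorsal ratio was 87.6 at day 70 (counting interval 24.1 to 726) and 18.6 at day 90 (5.02 to 155), with an edgeR adjusted p of 0.00342 (log2 ratio -5.64, standard error 0.450). Row 26893 did not pass the threshold when all called barcodes were used, where its dorsal UMIs rose to 34 at day 70 and 32 at day 90. Row 23174 had 0 UMIs in both dorsal libraries, 18 in ventral day 70 and 247 in ventral day 90. Against a floor of 3 UMIs per library it was at least 2.31-fold lower in the dorsal library at day 70 and at least 28.3-fold lower at day 90 (edgeR adjusted p = 0.0075). Row 23174 did not pass in DESeq2, and neither row 26893 nor row 23174 passed in edgeR without the age term. Row 23174 had no value with bounds of 1500 to 5000 genes, at equal depth per cell or with mitochondrial bounds. It also had none without the 6% highest doublet scores and in the fit without ventral day 90. Rows 7783 and 26376 passed with region alone, and each lost significance in at least 1 such fit that left out a library.

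Whether the region ratio was alike at the 2 ages was examined across rows, which are not independent replicates. The log2 ratio of dorsal over ventral at day 70 and that at day 90 share no library. Across 13745 rows they had a Pearson correlation of 0.522 and a Spearman correlation of 0.407, and 64.2% of rows had the same sign. At least a 2-fold ratio at both ages was found in 626 rows, with the same direction in 580 and opposite directions in 46. The alternative that moved the correlation most was a minimum mean of 50 CPM, which gave a Pearson correlation of 0.661 over 2976 rows.

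**Figure D3:**
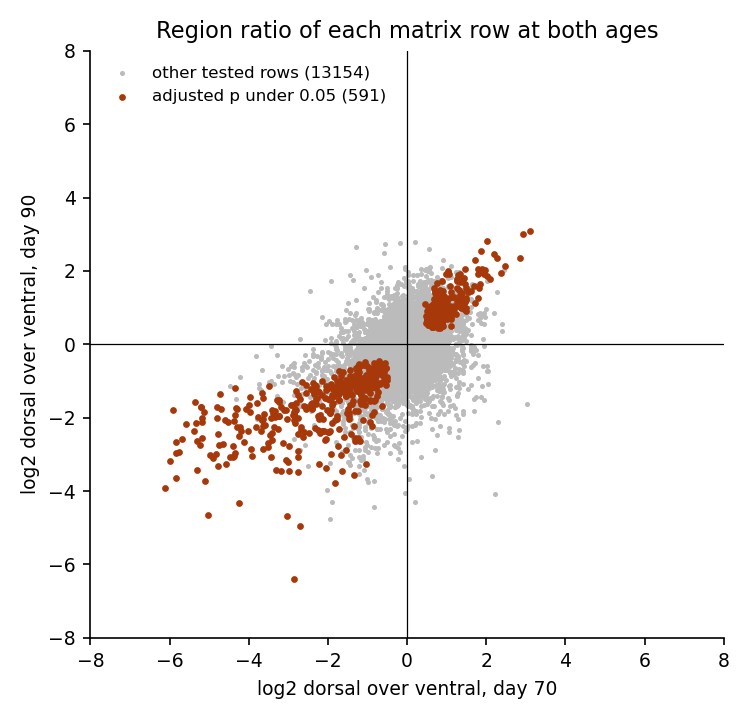
Each point is a tested matrix row, with its log2 ratio of dorsal over ventral at day 70 (x axis) and at day 90 (y axis), and rows with an edgeR adjusted p under 0.05 are coloured. The 591 coloured rows have the same sign at both ages, which the test favours because it treats a difference between the ages as error. Of these rows 391 lie in the lower left quadrant.

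The age difference was taken from the same fit. Between day 90 and day 70, 35 of 13745 rows passed an adjusted p of 0.05 in edgeR, with 11 higher and 24 lower at day 90. At an unadjusted p under 0.05 there were 2176 rows. All 35 had the same sign in both regions, which the fit favours because it treats a difference between the regions as error. Of the 35 rows, 28 met the size rule for naming. The count of 35 moved more with the processing than the region count. The largest value was 1071 rows without the filter on low counts, and no row passed in edgeR in a fit of the 4 libraries with age alone (751 rows at an unadjusted p under 0.05). Fits that left out 1 library had age alone as well and also called 0 rows (340 to 1056 at an unadjusted p under 0.05), so they do not show whether the 35 rows rest on a single library. DESeq2 called 109 rows, of which 23 were among the 35. With library totals in place of composition factors 306 rows passed, of which 69.9% were higher at day 90 against 31.4% in the 35 rows. That scaling shifted the median log2 ratio of all tested rows to 0.16.

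Row 10654 rose from 5.36 to 32.9 CPM in the dorsal libraries and from 4.21 to 29.9 CPM in the ventral libraries (log2 ratio of day 90 over day 70 2.74, standard error 0.207, edgeR adjusted p = 0.0252). Row 13987 rose from 7.36 to 33.1 CPM in the dorsal and from 6.02 to 34.9 CPM in the ventral libraries (log2 ratio 2.39, standard error 0.200, edgeR adjusted p = 0.0252). Row 10401 fell from 180 to 8 UMIs in the dorsal and from 213 to 41 UMIs in the ventral libraries. Its log2 ratio was -3.09 (standard error 0.385, edgeR adjusted p = 0.0403). Row 7974 fell from 157 to 8 UMIs in the dorsal and from 501 to 109 UMIs in the ventral libraries, with a log2 ratio of -2.74 (standard error 0.343, edgeR adjusted p = 0.0403). None of the 4 rows passed the threshold with age alone, with or without all 4 libraries, and all 4 kept their direction there.

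Cells of the 4 libraries were clustered together after integration, to compare the make-up of the sorted cells between regions and ages. The clustering gave 16 clusters, which keep their numbers because gene names for the rows were not used. The distance between 2 libraries is given as the share of cells that would have to change cluster for the shares to match. It was 34.8 percentage points between the dorsal and ventral libraries at day 70 and 40.7 at day 90. It was 26.0 points between the ages in the dorsal and 27.2 in the ventral libraries. Without integration they were 49.6, 54.5, 43.2 and 46.3 points in the same order. With all called barcodes the distance between regions at day 90 was 26.1 points. Shares of 7 clusters differed between regions at both ages, in the same direction, with exact binomial intervals that did not overlap. Clusters 4 and 5 had higher shares in the dorsal libraries, and clusters 6, 7, 8, 11 and 12 had lower shares. In cluster 7 86.5% and in cluster 5 40.2% of cells had under 1% of UMIs in the rows taken as mitochondrial. In the others of these 7 clusters it was 1.44% to 4.91%. The authors' lower mitochondrial bound would remove such cells. Cluster 5 was also shallow, with a median of 2372.5 UMIs. Cluster 4 held 12.2% of dorsal day 70 (10.4% to 14.3%) and 17.7% of dorsal day 90 cells (14.98% to 20.8%), against 2.36% of ventral day 70 (1.82% to 3.01%) and 5.61% of ventral day 90 cells (4.55% to 6.83%). Cluster 5 held 4.55% (3.40% to 5.93%), 20.6% (17.7% to 23.8%), 1.81% (1.34% to 2.38%) and 9.41% (8.05% to 10.9%) in the same order. Cluster 6 held 1.25% (0.684% to 2.08%) and 1.57% (0.788% to 2.80%) of the dorsal cells at day 70 and day 90, and 9.56% (8.48% to 10.7%) and 6.82% (5.65% to 8.14%) of the ventral cells. Clusters 4 and 5 also rose from day 70 to day 90 in both regions. Some clusters came mostly from 1 library. Ventral day 70 gave 81.7% of cluster 8 and 79.7% of cluster 15, and ventral day 90 gave 70.8% of cluster 12. With 1 library for each region and age, such a cluster cannot be told apart from a property of the library. No test was made on cluster shares.

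**Figure D4:**
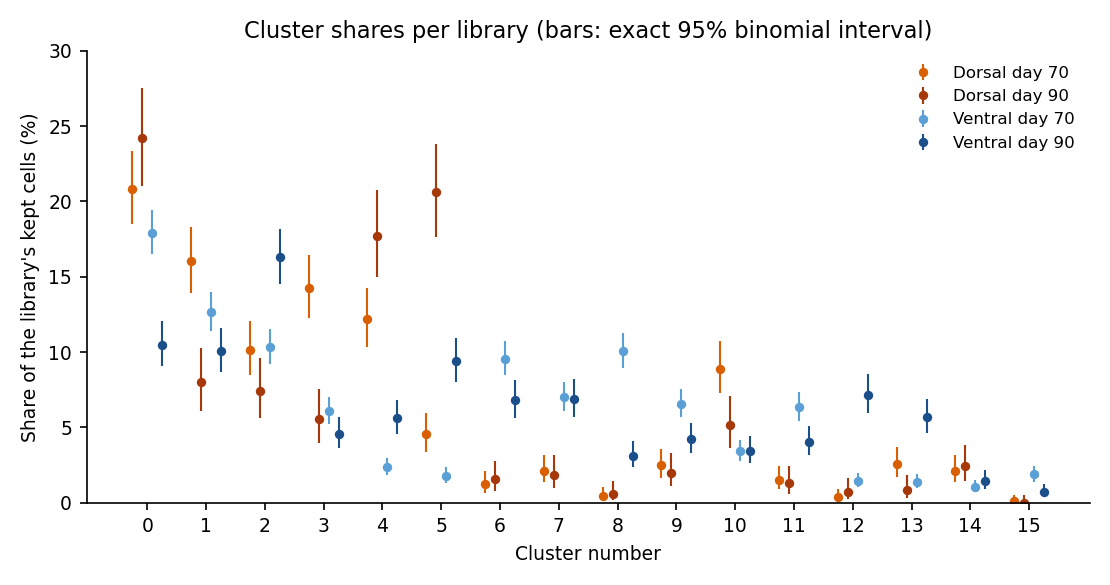
Points show the share of each library's kept cells (y axis, percent) in each cluster (x axis, cluster number), with bars for exact 95% binomial intervals that cover counting error only. Cluster 4 was at 12.2% and 17.7% in the dorsal libraries and at 2.36% and 5.61% in the ventral libraries.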

Values the study reported

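The study reported 4458 GFP+ cells from the single-cell experiment. Its unsupervised clustering gave 11 cell clusters.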

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

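Among the tests below, those on barcodes shared between libraries and on the kept share of called barcodes were chosen only after the results were seen. The tests of counting error, free RNA and low-mitochondrial cells on differences between the ages were written down before their outcome was known.

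The all-barcode matrices, which the comparisons of regions and ages do not use, hold a signal at the barcodes of other libraries' cells. Of the 8669 called barcodes, 1098 (12.7%) held more UMIs in the all-barcode matrix of another library. Barcodes of dorsal day 90 cells held 592 UMIs on average in the all-barcode matrix of dorsal day 70, where barcodes called in no library held 0.310. Chance reuse of barcodes is argued against, since even the pair with the fewest shared called barcodes had 36, while the chance values over the 6 pairs were 0.363 to 1.07. Free RNA is argued against as well. For 1095 of the 1098 barcodes (99.7%), the most similar profile in the library with more UMIs was that of the same barcode, so the molecules resemble 1 particular cell. A candidate explanation that the tables bear out is that molecules of 1 cell were counted in several libraries. In all 12 ordered pairs of libraries, 100% of cells had UMIs under their barcode in the other library. The share of a library's cell UMIs found again in another library was between 3.55% and 13.1%. Whether the molecules moved through swapped sample indices during pooled sequencing or through carry-over of barcoded cDNA between libraries cannot be told apart from the counts, since reads and molecular identifiers were not analysed here. The 4 libraries are also the 4 groups, and no biological explanation was tested, as cells of separate droplets have no reason to share barcodes.

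These barcodes account for part of the lower kept share in the dorsal libraries. The ventral minus dorsal difference in the kept share of called barcodes was 41.2 percentage points at day 70 and 25.05 at day 90. Without the barcodes of other libraries' cells it was 21.2 points at day 70 and 11.7 at day 90, and the exact intervals of the shares still lay apart. The barcodes are therefore unlikely to be the whole cause. A difference in cell quality after dissection and sorting, or in RNA content between regions, stays open and was not tested.

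The region difference in median UMIs per kept cell had opposite signs at the 2 ages. Dorsal minus ventral was 154 UMIs at day 70 and -988.5 at day 90. With 1 library for each region and age the difference between ages was not tested. A mixture of cells with under 1% of UMIs in the rows taken as mitochondrial is argued against as the cause, since without them the differences were 236 UMIs at day 70 and -750 at day 90. Sequencing depth per cell, which varies between libraries, may produce such a pattern and could not be separated from age and region here. At equal depth the intervals of the median genes detected overlapped between regions at both ages, with differences of -14 genes at day 70 and -5 at day 90 at 2649 UMIs. At 3973 UMIs the differences were -50 and -20 genes.

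In 46 rows the region ratio was at least 2-fold at both ages in opposite directions, against 580 rows with the same direction. The difference between the ages was not tested row by row, since each age has 1 library per region. Of the 46 rows, 37 were higher in the dorsal library at day 70. They lay low, with a median of 1.65 CPM against 5.51 CPM for the 580 rows. Whether counting error alone gives such rows is left open. In 100 draws from the additive fit with counting error alone, the number of such rows had a median of 5 and reached at most 12. That fit gives a row 1 region ratio for both ages, which takes in its counting error and favours the same sign. In the draws a median of 852 rows were at least 2-fold apart at both ages, against 626 observed. The median correlation between the ages was 0.784 in the draws, against 0.522 observed. Free RNA as estimated here is argued against as the cause. With it taken out there were 77 such rows, and 37 of the 42 that could still be tested were among them. Variation between libraries could give such rows, as could a difference between the fusions used at day 70 and at day 90, or a region difference that changes with age. The design does not separate these.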

How the results depend on the processing

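The alternatives with mitochondrial bounds, with barcodes of other libraries left out, with high doublet scores left out and with free RNA taken out of the correlation between ages were chosen only after the data were seen. The age term of the fit compares the regions within each age, and no other pairing was fitted, since the labels give no replicate numbers.

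The region count of 591 rows stayed within 1.5 times in 7 of the 14 alternatives that keep the 4 libraries and moved by over 1.5 times in 7. It was 896 with total counts only, 1584 without the filter on low counts, 917 with bounds of 1500 to 5000 genes, 998 without the 6% highest doublet scores, 34 without the age term and 385 in DESeq2. Fits that left out 1 library also had no age term, and compare with the 34 rows. They gave 0 to 988 rows, with 17 without dorsal day 70, 0 without dorsal day 90, 617 without ventral day 70 and 988 without ventral day 90. In these fits a region with 1 library is assumed to vary like the other, and without either ventral library the prior degrees of freedom were infinite. At an unadjusted p under 0.05 there were 1845, 1016, 1568 and 2104 rows. In no alternative did a row called in both settings change sign. With all called barcodes 578 rows passed, of which 440 were among the 591. Of these 578 rows 280 were higher and 298 lower in the dorsal libraries (48.4% higher), against 200 and 391 (33.8% higher) with kept cells. With all called barcodes less those of other libraries' cells 1584 rows passed, of which 590 were among the 591 and 42.6% were higher in the dorsal libraries. Without the age term 16 rows were higher and 18 lower, and without dorsal day 70 there were 11 and 6. Row 26893 shows what these barcodes add: its UMIs in the dorsal libraries were 2 and 2 in kept cells, 34 and 32 in all called barcodes, and 2 and 2 again once those barcodes were left out. Its log2 ratio was -1.69 with all called barcodes and -5.79 without those of other libraries' cells.

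The age count of 35 rows moved by over 1.5 times in 12 of the 14 alternatives that keep the 4 libraries. It was 240 with size factors of the relative log expression type (RLE), 306 with total counts only, 1071 without the filter on low counts, 19 with all called barcodes and 177 with bounds of 1500 to 5000 genes. It was 529 at equal depth per cell, 162 with free RNA taken out, 235 with mitochondrial bounds, 359 without the 6% highest doublet scores and 341 with all called barcodes less those of other libraries' cells. DESeq2 called 109 rows, with 23 shared and 12 of the 35 without an adjusted p. In edgeR no row passed without the region term (0, with 751 at an unadjusted p under 0.05) or in any fit that left out 1 library (0 to 0). The latter also lack the region term, so they do not show whether 1 library decides the count. With total counts only 214 of the 306 rows were higher at day 90, against 11 of 35. TMM and RLE factors differed little, at 1.06 and 1.07 in ventral day 90. The prior degrees of freedom, which set how far the spread is shared across rows, also differed between these fits. They were 6.14 in the main fit, 8.89 with RLE factors and 8.91 with total counts. Without the highest doublet scores they were 9.94, at equal depth 20.4, and without the filter infinite. Counts were mostly larger where these values were larger, though all called barcodes gave fewer rows at 6.21. The cause of the changes in the count was not tested.

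For the 8 named rows, 104 of 135 values kept direction and stayed past the threshold, 31 kept direction and lost significance, and none changed direction. Rows 7783 and 26376 passed in all 14 alternatives that keep the 4 libraries. The 4 rows named for age passed in 12 of the 13 such alternatives that gave them an adjusted p, all but the fit without the region term. DESeq2 gave none of the 4 an adjusted p. They passed in none of the 4 fits that left out a library, which lack that term too.

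Kept cells changed by construction of the bounds. In the order dorsal day 70, dorsal day 90, ventral day 70 and ventral day 90, all called barcodes numbered 2369, 1223, 3060 and 2017. Bounds of 1500 to 5000 genes kept 740, 526, 1682 and 1450 cells, and mitochondrial bounds 867, 514, 2189 and 1214. Removal of the highest doublet scores left 1055, 657, 2547 and 1559. Barcodes with at least 1000 UMIs numbered 1629, 953, 2940 and 1900. Removing the cells that Scrublet marked or the barcodes of other libraries' cells changed the number within its exact interval.

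The Pearson correlation of the region ratio between the ages was 0.459 with all called barcodes (67.4% of rows with the same sign), 0.661 with at least 50 CPM (68.1%), 0.491 with mitochondrial bounds (62.1%) and 0.459 with free RNA taken out (61.5%). It stayed positive in all 7 alternatives. The cause was not tested.

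The cluster distance between regions exceeded that between ages within each of the settings with kept cells. Without integration distances were 49.6 and 54.5 points between regions at day 70 and day 90, and 43.2 and 46.3 between ages in the dorsal and ventral libraries. With all called barcodes they were 25.2 and 26.1 points between regions and 20.7 between ages in the dorsal libraries, and the 29.3 points between ages in the ventral libraries were above both. Without the highest doublet scores the distance between regions at day 70 was 38.6 points, and with mitochondrial bounds that between ages in the dorsal libraries was 21.0. The cause was not tested.

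For genes per cell, unthinned differences of dorsal minus ventral were 13 at day 70 and -281 at day 90, and those of day 90 minus day 70 were 566.5 in the dorsal and 860.5 in the ventral libraries. The absence of thinning leaves in the difference in UMIs per cell. At 3973 UMIs the day 70 difference between regions was -50 genes and the dorsal difference between ages 113 genes, over fewer cells (627 in place of 958 in dorsal day 70). The cause was not tested.

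Alternatives for the fixed gene lists were not run, since the lists need gene names for the rows. Depth limits the rows with few UMIs in the dorsal libraries. A count of 0 there allows up to 0.670 CPM at day 70 and 0.721 CPM at day 90, against 0.258 and 0.248 CPM in the ventral libraries.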

Other observations

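The tests of low-mitochondrial cells and of other splits of the libraries were chosen only after the results were seen.

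Kept cells included a class with hardly any UMIs in the block of rows taken as mitochondrial. Of 6189 kept cells, 1155 (18.7%) had under 1% of their UMIs there. Among kept cells whose barcode belonged to their library the share was 17.3% in dorsal day 70 (exact interval 15.2% to 19.7%), 19.9% in dorsal day 90 (16.98% to 23.1%), 16.1% in ventral day 70 (14.8% to 17.6%) and 23.5% in ventral day 90 (21.5% to 25.6%). They were concentrated in clusters, with 86.5% of cluster 7 and 64.5% of cluster 2. Whether they are mainly shallow cells is left open. Among kept cells at or above their library's median UMIs their share was 12.8% in dorsal day 70, 10.3% in dorsal day 90, 16.1% in ventral day 70 and 18.1% in ventral day 90, against 21.4%, 29.2%, 16.1% and 28.8% below the median. They were thus not absent among deeper cells, but were fewer there in 3 of the 4 libraries, by most in dorsal day 90. Counting error at each cell's depth, with the median mitochondrial share of the library's other cells as the true share in every cell, would give 0 such cells in each library. As a description only, the median share of UMIs in the row with the most UMIs overall was 1.52 to 2.58 times that in cells of the same library matched on UMIs, at 9.25% against 6.08% in dorsal day 70 and 19.9% against 7.70% in dorsal day 90. That row was chosen after its values were seen. Copies of other libraries' cells are argued against, since 0 of the 1155 cells (0%) had a barcode that belonged to another library. Nuclei or damaged cells that lost their cytoplasm may give low mitochondrial counts with pre-mRNA counting, and a distinct cell state may do so as well. Neither was tested, because gene names for the rows were not used. The lower mitochondrial bound set by the authors would remove these cells.

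Cluster 5 stood apart in depth and in 1 row. Its 400 cells had a median of 2372.5 UMIs and 1161.5 genes, and the row with the most UMIs overall took a median of 23.6% of their UMIs, against medians of 2.89% to 9.91% in the other clusters. It held 20.6% of dorsal day 90 and 9.41% of ventral day 90 cells, and 40.2% of its cells had under 1% of UMIs in the rows taken as mitochondrial. No biological explanation was tested.

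The number of rows called between regions was set against other ways to pair the libraries. The 4 libraries can be divided into 2 pairs in 3 ways. In fits with that term alone edgeR called 34 rows between regions (1758 at an unadjusted p under 0.05). It called 0 between ages (751 at an unadjusted p under 0.05) and 0 for dorsal day 70 with ventral day 90 against the other libraries (104). Only 1 of the 3 splits, the region split itself, gave as many rows. With 3 splits the share cannot fall under 0.05, so chance cannot be told apart here.

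Across 13745 rows the log2 ratio of day 90 over day 70 in the dorsal libraries had a Pearson correlation of 0.250 with that in the ventral libraries, against 0.522 for the region ratio between the ages. With a minimum mean of 50 CPM (2976 rows) these correlations were 0.450 and 0.661, and with mitochondrial bounds 0.188 and 0.491. Rows are not independent replicates, and these values carry no test.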
